A study of Mus musculus with 6 samples. Its data were reported in "HO-1 inhibits preadipocyte proliferation and differentiation at the onset of obesity via ROS dependent activation of Akt2" (2017).

How the data were processed

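Total RNA from viWAT, given in the labels both as bead-purified APs and as viWAT, of Hmox1f/f PdgfraCre and Hmox1f/f mice was hybridised to Affymetrix mouse gene arrays, 3 per genotype, each with a pool of 2 mice and 200 ng of RNA for labelling. The labels call each array a separate pool, and nothing in them gives a batch, a day or a litter. Because the controls carry no Cre, the presence of Cre and the loss of Hmox1 cannot be told apart.

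The values deposited by the authors are intensity values per probeset on a linear scale, rounded to whole numbers from 8 to 20701. According to the submitters' processing notes they come from robust multi-array average (RMA), that is background correction, quantile normalization and a summary over probes, in Affymetrix Expression Console 1.1. RMA compresses differences of dim probesets, and quantile normalization gives all arrays nearly the same distribution, so a shift shared by most genes would not be seen. Log2 of the deposited values was taken before all tests.

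Of 35556 probesets, 21789 carried 1 gene symbol in the platform annotation, 1621 carried several and 12146 were unnamed here. Through their Entrez numbers 21698 of the former matched the RefSeq gene table, and 0 had another symbol there. Where a gene had more than 1 probeset (999 genes), the one with the highest mean over all arrays was used, which left 19938 genes. The 11024 genes with a log2 intensity above 7 in at least 3 arrays were tested. Among the 4661 other probesets past this filter, with several symbols or none, 0 passed an adjusted p of 0.05 in limma and 535 had an unadjusted p under 0.05.

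Differences between genotypes were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided), fitted on all 6 arrays with genotype as the only term. P-values were adjusted by Benjamini-Hochberg over the genes tested. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and adjusted by Benjamini-Hochberg over the 30 lists with at least 5 tested members, beside camera with an estimated correlation and fry. The preset correlation assumes nearly independent genes, and the estimated one was far higher for several lists (0.493 for mitosis, 0.612 for macrophage markers), so the preset calls are lenient. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

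The design, the tests, the other settings to be tried and 33 gene lists with 753 symbols were fixed before the data were examined. Of the symbols, 695 were found, 611 were tested and 58 were not analysed here. The lists cover mitosis, DNA replication, G1 cyclins and kinases, mature adipocytes, early and anti-adipogenic regulators, precursor identity, Dpp4 progenitors, committed preadipocytes, collagens, matrix remodelling, TGF-beta targets, Nrf2 targets, heme and iron, oxidative phosphorylation, mitochondrial biogenesis, insulin signalling, lipolysis, chemokines, interferon response, immediate early genes, the unfolded protein response, cholesterol synthesis, hypoxia, angiogenesis, and markers of macrophages, lymphocytes, endothelial, mesothelial, mural, red blood, epididymal and glial cells. The rule for named genes took Hmox1 and Pdgfra, then the 10 highest and 10 lowest genes past the adjusted threshold, with places left open filled by the smallest unadjusted p in that direction. It also took up to 4 tested members with the smallest p of each list described, a limit to those lists that was set after a first run. Predicted genes, clones, microRNAs and small nucleolar RNAs were counted but not named. Genes named outside this rule were chosen after their values were seen. They are the genes past p and 2-fold other than Slc40a1, then Cdk6, Tgfbi, Mlxipl, Mki67, Adipoq, Lep, Cidec, Lcn5, Gpx5, Cd74, Cd52, and the genes of lists written later.

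The model was tested on simulated data with 50 genes changed at each of 4 sizes. At an adjusted p of 0.05 it recovered 21 of 50 at a log2 shift of 0.5, 46 at 1, 50 at 1.5 and 50 at 2, with 3 false calls among 10824 unchanged genes. In the arrays themselves 36 genes differed by at least 2-fold and 0 genes passed. The simulated recovery may therefore overstate the power in these arrays. With independent noise camera recovered 30 of 30 lists shifted by 0.3 and called 1 list with no shift.

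The other settings were no filter, a filter at 6, the full filter of the methods (which also asks for a mean absolute deviation in the upper tercile), a further quantile normalization, centring each array on its median, eBayes with trend and robust moderation, arrayWeights, the mean of all probesets of a gene, and leaving out each array in turn. The paper gives the filter of the methods under its screen of APs from mice on standard or high-fat diet, not for these 6 arrays. Its text there also names a Cre effect. After the data were seen, a fit without the array of each group highest in the epididymal list and a fit with the macrophage marker mean as a covariate were added. So were 31 further lists written after a look at the data, mainly families taken by their symbols.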

Results

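Adipose precursors (APs) are the stromal cells of fat that divide and then become adipocytes, and the study asks how heme oxygenase-1 (HO-1, gene Hmox1), the enzyme that breaks down heme, acts in them when mice are fed a high-fat diet (HFD). RNA was measured in material from the perigonadal visceral fat (viWAT) of obese mice. The Hmox1f/f PdgfraCre mice carry floxed Hmox1 and Cre under the Pdgfra promoter, which is active in APs, and the Hmox1f/f controls carry the floxed gene without Cre. Each genotype had 3 arrays, numbered 1 to 3 with Cre and 4 to 6 without, and each array was a pool of 2 mice that had been on HFD for 8 weeks from 6 weeks of age. The labels describe the material both as bead-purified AP cells and as viWAT, so what share of the RNA came from APs is not known. Genes of mature adipocytes were high on all arrays, with log2 intensities from 12.74 to 13.10 for the adipokine gene Adipoq, 13.12 to 13.38 for the leptin gene Lep and 13.21 to 13.38 for the lipid droplet gene Cidec (looked at after the data were seen). Median intensity was 113, 111 and 111 on Hmox1f/f PdgfraCre arrays 1 to 3 and 115, 108 and 106 on Hmox1f/f arrays 4 to 6. Between 10849 and 11108 of 19938 genes per array were above a log2 intensity of 7. No pair of arrays held identical columns. Across genes, which are not independent replicates, the correlation was highest between Hmox1f/f arrays 4 and 5 (r = 0.993) and lowest between Hmox1f/f PdgfraCre 3 and Hmox1f/f 6 (r = 0.941). Hmox1f/f PdgfraCre 2 correlated at 0.990 with Hmox1f/f 4 and at 0.971 with Hmox1f/f PdgfraCre 3. The number of arrays limits the precision of every value that follows.

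The single comparison of the design, Hmox1f/f PdgfraCre against Hmox1f/f, asks what differs in this RNA when Hmox1 is deleted in APs during obesity. Macrophage marker genes, genes of mitosis and of DNA replication, heme and iron genes and matrix remodelling genes fell as groups with Cre. Marker genes of mature adipocytes, lipolysis genes, and markers of endothelial and mural cells rose as groups. The group shifts were small, with medians from -0.42 for the macrophage list to 0.33 for the endothelial list on the log2 scale (0.21 for the latter without Hmox1f/f 6). These calls are by limma's camera with a preset inter-gene correlation, and none of the 30 lists tested passed with an estimated correlation (smallest adjusted p = 0.622) or with fry (smallest adjusted p = 0.0718). The array means of the 2 groups overlapped for 5 of the 12 lists called (early regulators of adipogenesis, insulin signalling, angiogenesis, endothelial and mural) and did not for the other 7. No single gene passed the adjusted threshold.

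Hmox1 itself was measured at a log2 intensity of 11.12 ± 0.33 (SD, n = 3) in Hmox1f/f PdgfraCre and 11.95 ± 0.34 (SD, n = 3) in Hmox1f/f. The difference was -0.83 ± 0.23 (SE), a 1.78-fold lower signal with Cre, with a 95% confidence interval from -1.38 to -0.28 and an adjusted p of 0.266 by limma. The 3 arrays with Cre gave 11.25, 11.36 and 10.74, each below the 11.90, 11.63 and 12.32 of the controls. Another 376 tested genes had an unadjusted p as small. The loxP sites flank exon 2, and the positions of the probes in the gene's single probeset were not analysed here, so how far it checks the labels stays open. With the mean of the macrophage markers of each array as a covariate, an alternative chosen after the data were seen, the Hmox1 difference was -0.16 ± 0.31 (SE). Pdgfra is the receptor whose promoter drives Cre and which marks APs. Its log2 intensity was 10.17 ± 0.11 (SD, n = 3) with Cre and 10.34 ± 0.03 (SD, n = 3) without. The Pdgfra difference was -0.17 ± 0.08 (SE) with an adjusted p of 0.355 by limma, and -0.10 without Hmox1f/f PdgfraCre 2. With the macrophage covariate it was larger, at -0.34 ± 0.12 (SE).

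**Figure D1:**
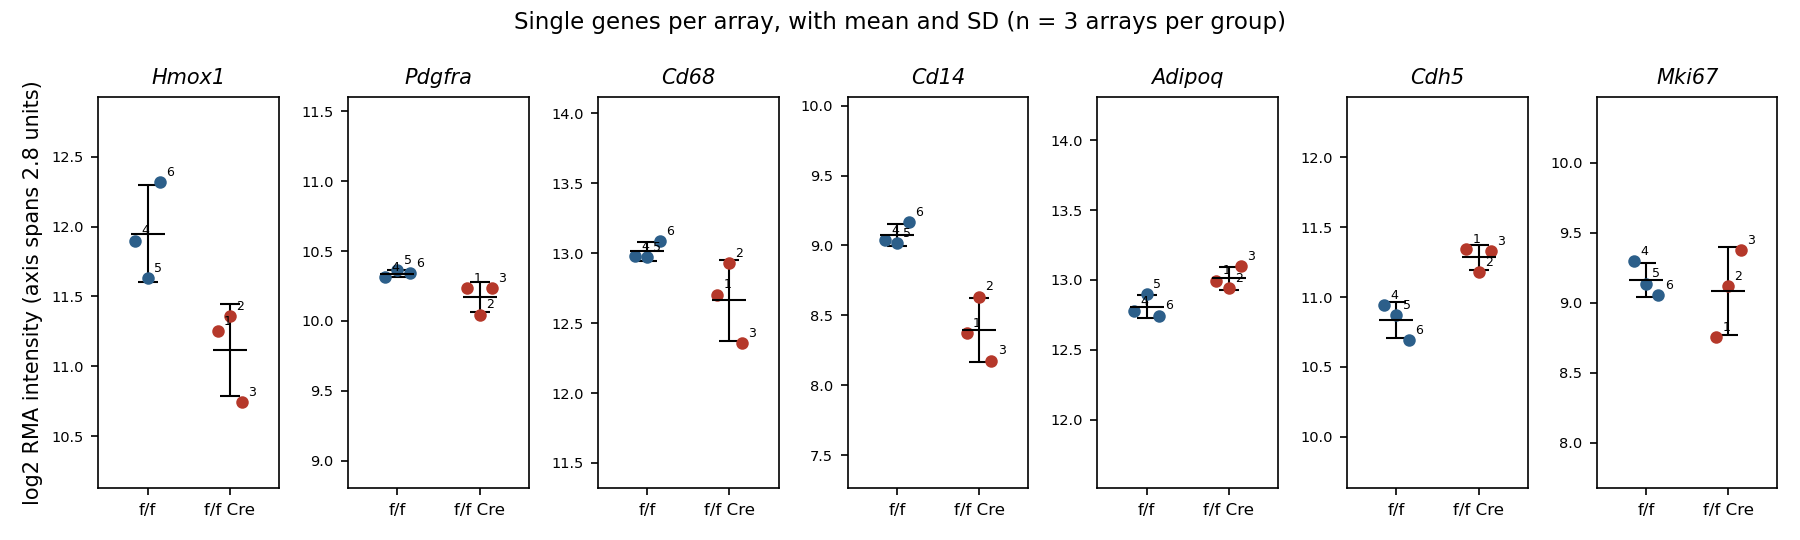
Log2 RMA intensity (vertical axis, 2.8 units in each panel) of 7 genes on each Hmox1f/f (blue) and Hmox1f/f PdgfraCre (red) array, labelled by replicate number, with the mean and SD of 3 arrays per group; f/f is short for Hmox1f/f. All 3 Hmox1 values with Cre (11.25, 11.36 and 10.74) lie below those of the controls (11.90, 11.63 and 12.32).

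Among single genes, those with the smallest p were mostly lower with Cre. H2ac4, a histone H2A gene, differed by -0.87 ± 0.09 (SE), the phospholipase gene Pla1a by -0.65 ± 0.10, and Irf5, a transcription factor of inflammatory macrophages, by -0.52 ± 0.09. The others of the 10 lower genes with the smallest p were the O-glycosylation enzymes Galnt7 (-0.45) and Galnt6 (-0.75), Tagap (-0.45), Npl (-0.60), the ficolin Fcna (-0.41), the dipeptidase Pepd (-0.52) and the eotaxin receptor Ccr3 (-0.55). The corresponding genes on the higher side were the homeobox gene Hoxc8 (0.43 ± 0.08, SE), Dhdh (0.39), Sntb1 (0.42), Rflnb (0.35), Rtp3 (0.41), the zinc finger gene Zfp366 (0.64), Chst1 (0.34), the endothelial cadherin Cdh5 (0.45), Papss2 (0.37) and Rida (0.45). All 20 had an adjusted p of 0.266 by limma and so did not pass. Of 11024 genes tested, 0 passed an adjusted p of 0.05 in limma and 1740 had an unadjusted p under 0.05, where 551 are expected by chance. The latter count was 1038, 2106 and 1454 without Hmox1f/f PdgfraCre 1, 2 and 3, and 1214, 1301 and 961 without Hmox1f/f 4, 5 and 6. It was 448 without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together, below the number expected by chance. No other pair was left out, and fewer arrays give less power. The drop therefore cannot be tied to that pair. Of the 1740, 1406 (80.8%) were lower and 334 higher with Cre, and after a further quantile normalization the split was 1010 lower and 610 higher. In 2981 genes (27.0%) the 3 values of one group did not overlap those of the other, against 10% by chance. At an unadjusted p under 0.05 and at least 2-fold, 9 genes were counted and all were lower. They were Serpinb9b (-1.62), the macrophage lectin Clec4d (-1.48), the mast cell proteases Mcpt4 (-1.17) and Tpsb2, Akr1b8 (-1.15), the iron exporter Slc40a1 (-1.08), smooth muscle actin Actg2 (-1.06), Uchl1 (-1.01) and 1 clone. This count was 34 without Hmox1f/f PdgfraCre 2, 4 without Hmox1f/f PdgfraCre 3 and 32 without Hmox1f/f 4. It was 1 without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together. With the macrophage covariate described below, Serpinb9b was at 0.02, Clec4d at -0.08, Mcpt4 at -0.29 and Tpsb2 at -0.37. Akr1b8 was at -0.26 and Uchl1 at -0.31, against -0.89 for Slc40a1 and -2.05 for Actg2. Clec4d is one of the markers averaged in that covariate, so its smaller value is in part built in.

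Macrophage markers had the lowest median of the lists fixed before the data were examined. Of 22 tested members, 21 were lower with Cre, with a median of -0.42 (adjusted p = 7.81e-08 by camera; adjusted p = 0.622 with an estimated correlation). The lipopolysaccharide co-receptor Cd14 differed by -0.68 ± 0.13 (SE), the integrin Itgam by -0.65 ± 0.13, the CSF-1 receptor Csf1r by -0.42 ± 0.10 and Adgre1, which encodes F4/80, by -0.57 ± 0.14. Adjusted over the list alone, 14 members passed, against 0 adjusted over all genes tested. The mean of the markers per array was 11.21, 11.46 and 10.97 in Hmox1f/f PdgfraCre and 11.67, 11.62 and 11.72 in Hmox1f/f. With this mean as a covariate, again chosen after the data were seen, 0 of the 30 lists passed in camera, and 430 genes had an unadjusted p under 0.05 with 0 past the adjusted threshold in limma. The covariate follows genotype in part, and with it the median SE of the genes tested rose from 0.10 to 0.16, so a lost call alone does not tie a list to macrophage RNA. The rule, narrowed after a first run to the lists described, named 75 genes. With the covariate 9 of them changed direction (Pcna, Akt1, Inpp5d, Pde3b, Prkar2b, Vegfa and the 3 epididymal genes named below). Another 40 became over 1.5 times smaller, 23 stayed within 1.5 times and 3 (Pdgfra, Aqp7 and Des) became over 1.5 times larger. Cd14, Itgam, Csf1r and Adgre1 are members of the covariate mean, so their shrinking and the macrophage list's own lost call are built in.

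Heme and iron genes fell as well, with 20 of 26 members lower, a median of -0.13 and an adjusted p of 0.0361 (adjusted p = 0.622 with an estimated correlation). The adjustment gave this same 0.622 to every list called. For heme and iron genes the estimated correlation was 0.012, near the preset 0.01, and camera with it gave an unadjusted p of 0.0696. Ferroportin, Slc40a1, differed by -1.08 ± 0.24 (SE), Alas1, the first enzyme of heme synthesis, by -0.34 ± 0.08, the constitutive heme oxygenase Hmox2 by -0.36 ± 0.10, and the heme exporter Flvcr1 by -0.30 ± 0.09. Adjusted over the list alone, 0 members passed, as over all genes. Without Hmox1f/f PdgfraCre 2 the adjusted p was 0.0717 and without Hmox1f/f 4 it was 0.0762. The list also lost its call after a further quantile normalization (adjusted p = 0.0556), under the filter of the methods (0.0584, median -0.36) and with the macrophage covariate (0.377, median -0.13, which is no smaller than without it). Antioxidant genes under the transcription factor Nrf2 did not pass (20 of 29 lower, median -0.15, adjusted p = 0.0635), although the call was made without Hmox1f/f PdgfraCre 1 (0.0174), Hmox1f/f 4 (0.0233) or Hmox1f/f 5 (0.0347) and without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together (0.0381). It was also made with no filter (0.00446), with a filter at 6 (0.0243) and under the filter of the methods (0.0118). Among them the peroxiredoxin Prdx1 differed by -0.59 ± 0.16 (SE), thioredoxin reductase Txnrd1 by -0.48 ± 0.14, the pentose phosphate enzyme Taldo1 by -0.38 ± 0.10 and the carbonyl reductase Cbr3 by -0.60 ± 0.16. In the 8 other planned settings the Nrf2 list did not pass, with an adjusted p of 0.524 with arrayWeights and 0.473 without Hmox1f/f PdgfraCre 3. With the macrophage covariate the direction of its test turned to higher (0.707, median -0.04).

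The question of proliferation is nearest to the lists of mitosis and DNA replication, and both fell with Cre. The arrays also held macrophage, adipocyte and endothelial signal, and which cells the fall came from was not tested. The paper reports the opposite direction in visceral APs, with more Ki67 protein by flow cytometry after a brief HFD. It also states that several cell cycle regulators were higher in them. The staining differs from these arrays in cells, time on HFD and measure, so the lists cannot decide on AP proliferation. Of 27 mitosis genes, 25 were lower, with a median of -0.29 (adjusted p = 8.77e-05; adjusted p = 0.622 with an estimated correlation). The cytokinesis genes Ect2 (-0.31 ± 0.09, SE) and Racgap1 (-0.37 ± 0.11), the kinesin Kif20a (-0.35 ± 0.11) and the spindle factor Tpx2 (-0.27 ± 0.09) had the smallest p. Mki67, the gene of the proliferation antigen Ki67, which was looked at after the data were seen, differed by -0.08 ± 0.17 (SE), a value that turned to 0.09 without Hmox1f/f PdgfraCre 1 and was -0.23 without Hmox1f/f PdgfraCre 3 and -0.01 without Hmox1f/f 4. Of 25 DNA replication genes, 22 were lower, with a median of -0.24 (adjusted p = 3.53e-04; adjusted p = 0.622 with an estimated correlation). They included the chromatin assembly gene Chaf1b (-0.40), the ribonucleotide reductase subunits Rrm1 (-0.36) and Rrm2 (-0.33) and the sliding clamp Pcna (-0.40). No member of either list passed adjusted over the list alone or over all genes. The array means of the mitosis list, as deviations from each gene's mean, were -0.35, -0.04 and 0.02 with Cre and 0.10, 0.10 and 0.18 without. The mitosis median was -0.18 without Hmox1f/f PdgfraCre 1, and without that array and Hmox1f/f 6 it was -0.16 for each of the mitosis and DNA replication lists. With the macrophage covariate the adjusted p was 0.0667 for mitosis, with a median of -0.31 that is no smaller than without it while the median SE of the members went from 0.12 to 0.25, and 0.707 for DNA replication (median -0.14). The G1 cyclins and kinases did not pass (9 of 12 lower, adjusted p = 0.268; 0.0409 with no filter), and 1 member, the kinase Cdk6 (-0.32), passed adjusted over the list alone.

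Mature adipocyte genes rose with Cre, the list nearest to the question of differentiation. Adipocyte genes were high on all arrays, so the shift cannot be read as differentiation of APs. Whether the share of mature adipocyte RNA differed was not tested for this list. Of 26 members, 25 were higher, with a median of 0.15 (adjusted p = 2.40e-08; adjusted p = 0.622 with an estimated correlation). The retinol carrier Rbp4 differed by 0.38 ± 0.09 (SE), the glyceroneogenic enzyme Pck1 by 0.38 ± 0.10, the adipokine resistin, Retn, by 0.35 ± 0.09 and the lipogenic factor Thrsp by 0.38 ± 0.10. Adjusted over the list alone, 5 members passed (these 4 and Mlxipl, 0.48), against 0 over all genes. Lipolysis genes also rose, with 10 of 11 members higher and a median of 0.13 (adjusted p = 3.80e-04; adjusted p = 0.622 with an estimated correlation). Examples were the phosphodiesterase Pde3b (0.36 ± 0.14, SE), the glycerol channel Aqp7 (0.16 ± 0.08), the protein kinase A subunit Prkar2b (0.21 ± 0.11) and hormone-sensitive lipase, Lipe (0.19 ± 0.10). Of the 11 members only Pde3b had an unadjusted p under 0.05 in limma. The list pools genes whether they promote or restrain lipolysis, so its rise cannot be read as more lipolysis. The paper reports less isoprenaline-stimulated lipolysis in viWAT pieces from obese mice of this genotype, an activity that these arrays do not measure. Without Hmox1f/f PdgfraCre 3 Pde3b was at 0.21 and Prkar2b at 0.12, and without Hmox1f/f 6 Lipe was at 0.10. The 7 lipolysis genes outside the adipocyte list had a camera p of 0.00125 on their own, and a p of 0.162 with an estimated correlation. The adipocyte median was 0.09 without Hmox1f/f PdgfraCre 3, 0.10 without Hmox1f/f 6, 0.05 with arrayWeights and 0.37 under the filter of the methods. With arrayWeights the lipolysis median was 0.08, and after a further quantile normalization it was 0.21. With the macrophage covariate the adjusted p was 0.0667 for the adipocyte list (median 0.03) and 0.707 for lipolysis, whose median turned to -0.06 while the test kept its direction.

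Early regulators of adipogenesis rose by a median of 0.08, with 11 of 18 higher (adjusted p = 0.0450; adjusted p = 0.622 with an estimated correlation). Klf15 (0.25), Bmp4 (0.30) and Zfp423 (0.27), factors that promote adipocyte commitment, were higher and the helix-loop-helix factor Id2 (-0.28) was lower. The call was lost without Hmox1f/f PdgfraCre 3 (adjusted p = 0.202, median 0.00) and without Hmox1f/f 4 (0.144, median 0.08). It was also lost with no filter (0.0598, median 0.08), under the filter of the methods (0.636, median 0.24) and with arrayWeights (0.166, median 0.01). Without Hmox1f/f PdgfraCre 2 the median was 0.15. Genes of insulin and PI3K-AKT signalling rose by a median of 0.06, with 18 of 27 higher (adjusted p = 0.0361; adjusted p = 0.622 with an estimated correlation). The transcription factor Foxo1 (0.39) and the growth factor Igf2 (0.28) were higher, while the kinase Akt1 (-0.36) and the phosphatase Inpp5d (-0.30), which is typical of blood cells, were lower. This call was lost without Hmox1f/f PdgfraCre 1 (0.140), Hmox1f/f PdgfraCre 3 (0.104, median 0.02) or Hmox1f/f 5 (0.0737, median 0.02), without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together (0.0955), and under each of the 3 other filters (0.0920, 0.0634 and 0.198). Its median was 0.15 without Hmox1f/f PdgfraCre 2, 0.03 without Hmox1f/f 6 and 0.03 with each array centred on its median. It was 0.04 without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together and 0.22 under the filter of the methods. With the macrophage covariate both lists had an adjusted p of 0.707, with the direction turned to lower (medians -0.13 and -0.07). No member of the lists of early regulators, lipolysis or insulin signalling passed adjusted over the list alone or over all genes.

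Vascular genes rose with Cre. Of 20 endothelial markers, 18 were higher, with a median of 0.33 (adjusted p = 1.59e-07; adjusted p = 0.622 with an estimated correlation). VE-cadherin, Cdh5, differed by 0.45 ± 0.10 (SE), the VEGF receptors Flt1 and Kdr each by 0.49 (SE 0.13 and 0.14) and the guidance receptor Robo4 by 0.47 ± 0.14. Of 13 mural cell markers, 10 were higher, with a median of 0.29 (adjusted p = 0.00118; adjusted p = 0.622 with an estimated correlation). The pericyte regulators Rgs5 (0.66 ± 0.19, SE) and Rgs4 (0.44 ± 0.16) and the channel subunit Abcc9 (0.55 ± 0.20) were higher, and desmin, Des (-0.36 ± 0.13), was lower. Without Hmox1f/f 6 Abcc9 was at 0.35. The endothelial median was 0.21 without that array and 0.21 without it and Hmox1f/f PdgfraCre 1. The array means of the endothelial list, as deviations from each gene's mean, were 0.17, 0.02 and 0.21 with Cre and 0.04, -0.10 and -0.33 without. Hmox1f/f PdgfraCre 2 thus lay below Hmox1f/f 4, and the same held for the angiogenesis list below (0.00 against 0.02). The array means of the mural list, taken likewise, were 0.12, -0.18 and 0.31 with Cre and 0.27, 0.04 and -0.56 without, so the groups overlapped here too. Its median was 0.14 without Hmox1f/f 6, the array highest in spermatid genes, 0.17 with no filter or a filter at 6, and 0.19 with arrayWeights. Without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 it was 0.15, with an adjusted p of 0.0804. Angiogenesis factors rose by a median of 0.19, with 9 of 14 higher (adjusted p = 0.00764; adjusted p = 0.622 with an estimated correlation). The growth factors Vegfa (0.32) and Vegfc (0.20) were higher and the co-receptor Nrp2 (-0.29) lower, and under the filter of the methods the adjusted p was 0.104, while without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 the median was 0.12. Without Hmox1f/f PdgfraCre 3 Vegfa was at 0.20. With the macrophage covariate the adjusted p was 0.0667 for the endothelial list (median 0.16), 0.782 for the mural list (median 0.05) and 0.656 for the angiogenesis list, whose median turned to -0.04 while the test kept its direction. In these 3 lists no member passed adjusted over the list alone or over all genes.

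Matrix crosslinking and remodelling genes fell, with 20 of 29 lower and a median of -0.15 (adjusted p = 0.0361; adjusted p = 0.622 with an estimated correlation). The metalloproteinase inhibitor Timp1 differed by -0.74 ± 0.17 (SE), the metalloproteinases Mmp2 by -0.46 ± 0.11 and Mmp19 by -0.59 ± 0.16, and the procollagen processing enhancer Pcolce by -0.33 ± 0.09. No member passed adjusted over the list alone or over all genes. The call was lost without Hmox1f/f PdgfraCre 1 (adjusted p = 0.0555, median -0.09), Hmox1f/f PdgfraCre 3 (0.0616) or Hmox1f/f 4 (0.123), under the filter of the methods (0.272, median -0.33), after a further quantile normalization (0.0505) and with the macrophage covariate (0.656, median -0.10). Collagens did not pass (12 of 21 higher, adjusted p = 0.328), nor did TGF-beta targets and myofibroblast genes (12 of 19 higher, adjusted p = 0.355), of which Tgfbi (-0.35) alone passed adjusted over the list alone.

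**Figure D2:**
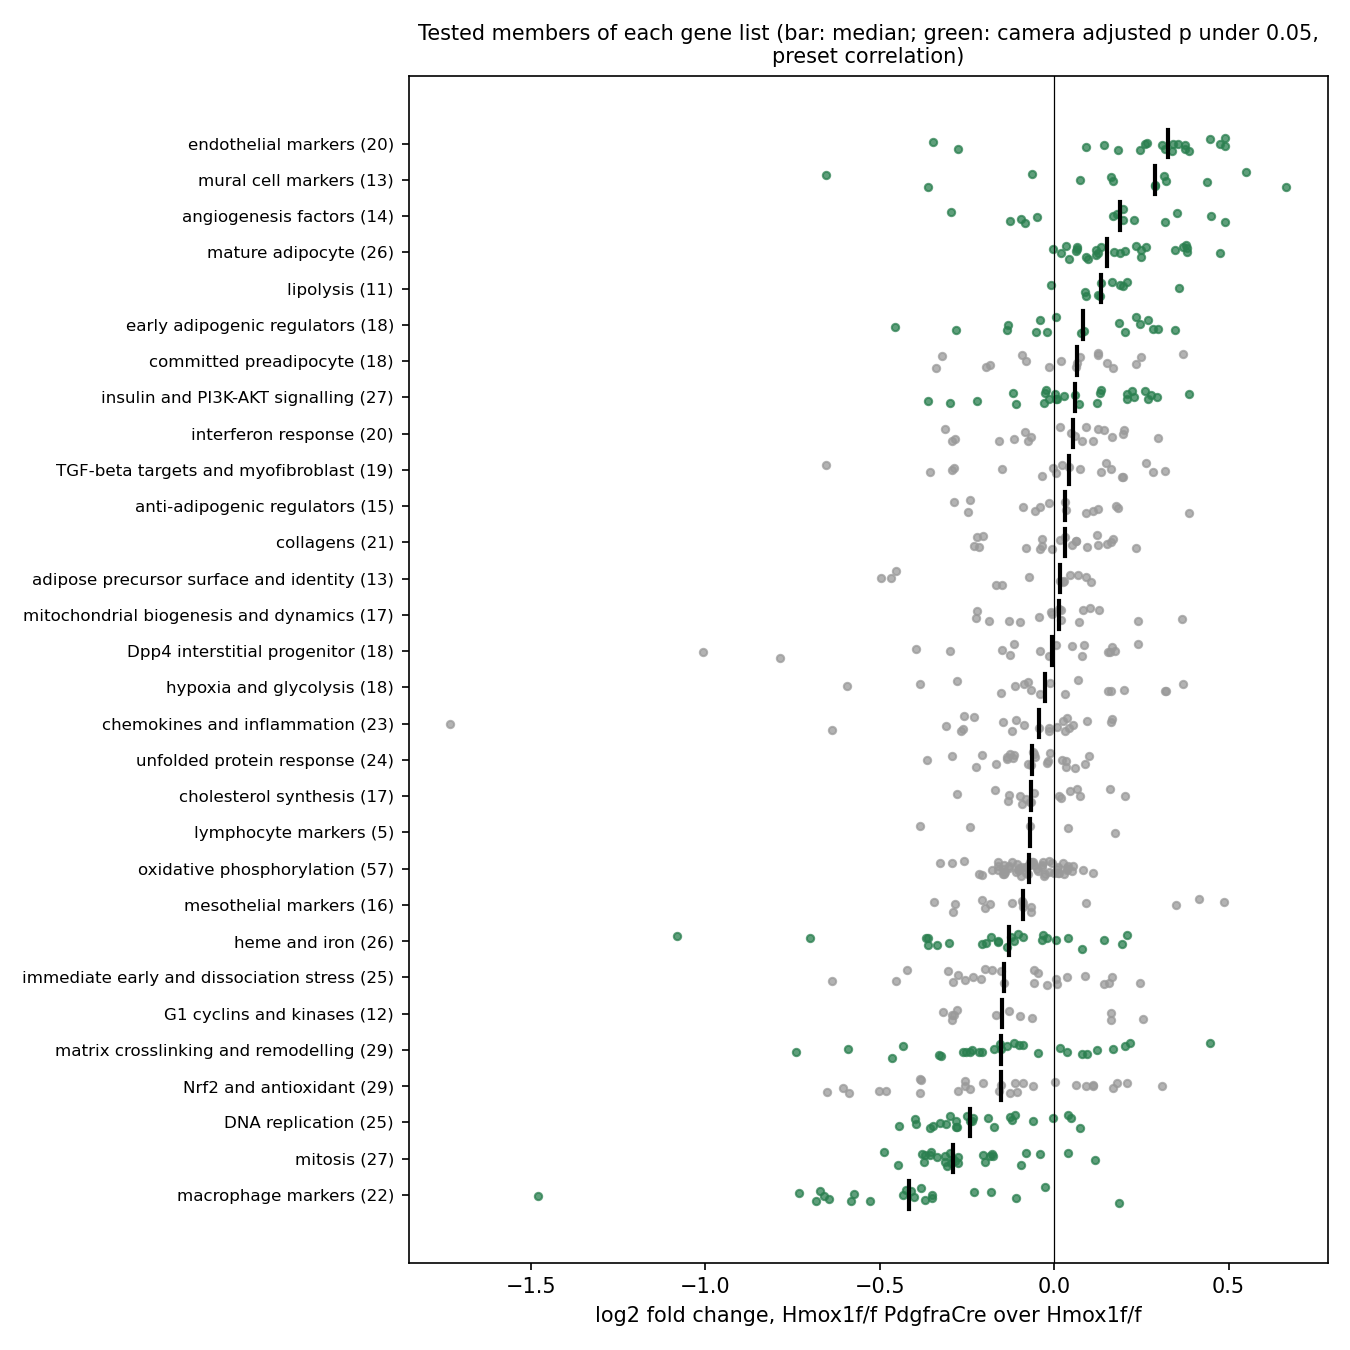
Log2 fold change of Hmox1f/f PdgfraCre over Hmox1f/f (horizontal axis) for each tested member of the 30 lists (points), with the number of members after each name and the median as a bar; green marks the 12 lists past an adjusted p of 0.05 by camera with the preset correlation, none of which passed with an estimated correlation. The median runs from -0.42 for macrophage markers to 0.33 for endothelial markers (0.21 without Hmox1f/f 6).

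Lists of AP identity did not pass. The adjusted p was 0.678 for precursor surface and identity genes (7 of 13 higher), 0.949 for markers of Dpp4 interstitial progenitors (9 of 18 higher), 0.302 for committed preadipocytes (11 of 18 higher) and 0.380 for anti-adipogenic regulators (8 of 15 higher). Array means of the identity list, as deviations from each gene's mean, were -0.02, -0.09 and -0.06 with Cre and 0.10, 0.03 and 0.03 without. Those of the Dpp4 list were -0.03, -0.10 and -0.02 with Cre and 0.04, 0.05 and 0.06 without. The groups did not overlap in these lists, but did in the committed preadipocyte and anti-adipogenic lists. Oxidative phosphorylation genes were lower in 44 of 57 members without passing (adjusted p = 0.120). That list did pass with no filter (0.00367), with a filter at 6 (0.0305), without Hmox1f/f PdgfraCre 2 (0.0471) and without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together (0.0357). It did not in 10 other planned settings, with 0.759 (median -0.03) without Hmox1f/f PdgfraCre 3 and 0.496 (median -0.02) after a further quantile normalization. With the macrophage covariate the direction of its test turned to higher (0.377). For mitochondrial biogenesis and dynamics the adjusted p was 0.569. The adjusted p was 0.546 for chemokines and inflammation, for interferon response, for hypoxia and glycolysis and for mesothelial markers. It was 0.268 for immediate early and dissociation stress genes, 0.385 for the unfolded protein response, 0.981 for cholesterol synthesis and 0.949 for lymphocyte markers. Of these, interferon response genes passed as higher without Hmox1f/f 5 (0.0397), immediate early genes as lower with no filter (0.0210), and mesothelial markers as lower without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together (0.0413). Too few members were tested for red blood cell markers (1), glial and nerve markers (4) and epididymal epithelium markers (3).

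Genes of the reproductive tract, which lies beside the perigonadal fat pad, stood out in arrays of both groups, some in 1 array and others in several. Lcn5, an epididymal lipocalin, was at a log2 intensity of 12.21 in Hmox1f/f PdgfraCre 1 and between 5.39 and 5.86 in the other arrays. The epididymal peroxidase Gpx5 (10.33) and the spermatid genes Prm2 (12.54) and Smcp (11.71) were highest in Hmox1f/f 6. Prm2 was also at 9.42 in Hmox1f/f PdgfraCre 1, 9.9 in Hmox1f/f PdgfraCre 3 and 10.41 in Hmox1f/f 5. The epididymal gene Spink8 was at 12.2 and 9.99 in Hmox1f/f PdgfraCre 1 and 3, and at 9.33 and 8.23 in Hmox1f/f 4 and 5. Of 19 spermatid genes, a list written after the data were seen, 18 were above a log2 intensity of 7 in Hmox1f/f 6 and between 2 and 10 in the other arrays. Of the epididymal list, Adam7 differed between the groups by 2.39 ± 1.56 (SE), Spink8 by 1.67 ± 1.77 and Defb42 by 0.37 ± 1.00, with adjusted p of 0.464, 0.639 and 0.860 by limma. These differences moved with single arrays left out, with Adam7 at 0.89 without Hmox1f/f PdgfraCre 1 and 4.02 without Hmox1f/f PdgfraCre 2. Spink8 was at 0.23 without Hmox1f/f PdgfraCre 1, 3.45 without Hmox1f/f PdgfraCre 2, 2.52 without Hmox1f/f 4 and 0.52 without Hmox1f/f 6. Without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6, Spink8 differed by -0.92 and Defb42 by -1.25, and Defb42 by -0.68 without the first of these arrays alone and -0.20 without the second alone.

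**Figure D3:**
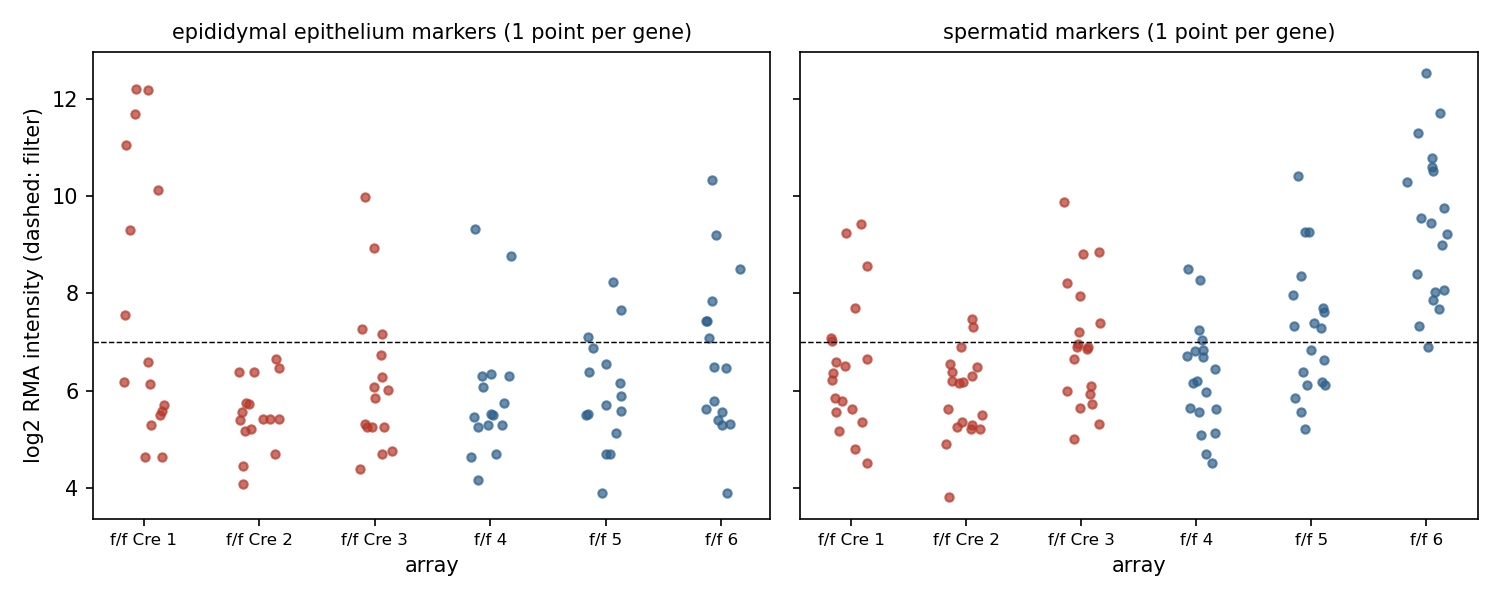
Log2 RMA intensity (vertical axis) of each epididymal (left) and spermatid (right) gene on each array, Hmox1f/f PdgfraCre in red and Hmox1f/f in blue; each point is 1 gene and the dashed line is the expression filter at 7. Hmox1f/f 6 has 18 of 19 spermatid genes above the filter, and Lcn5 reaches 12.21 in Hmox1f/f PdgfraCre 1.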

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

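The fits with the macrophage covariate and without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 were chosen after the data were seen, and all others were planned. The count of genes past the adjusted threshold in limma was 0 under every alternative (0 to 0 with 1 array left out), and the Hmox1 difference stayed negative, from -0.99 to -0.64 with 1 array left out. The count of genes past p and 2-fold, 9 as reported, was 15 with no filter, 16 with arrayWeights, 15 with the macrophage covariate, 1 without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6, and 4 to 34 with 1 array left out. The number of lists past the threshold, 12 as reported, was 7 under the filter of the methods, which tests fewer genes (6 of the 12 and the Nrf2 list), 0 with the covariate, 0 with an estimated correlation, 0 with fry, and 9 to 13 with 1 array left out, where 9 to 12 of the 12 were called. The adjusted p of the mitosis list was 0.0667 with the covariate, 0.622 with an estimated correlation and 0.225 with fry, and 1.87e-06 to 0.0126 with 1 array left out. For the mature adipocyte list these were 0.0667, 0.622 and 0.204, and 3.20e-09 to 2.63e-06. Mitosis, DNA replication, mature adipocyte, macrophage, endothelial and mural lists passed in the same direction in all 14 planned settings of filter, scaling, model and arrays. Of 75 named genes with 1175 values under alternatives, 1162 kept direction and side and 13 turned. Apart from the covariate these were Spink8 (-0.92) and Defb42 (-1.25) without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6, and Defb42 without Hmox1f/f PdgfraCre 1 (-0.68) and without Hmox1f/f 6 (-0.20), with -0.68 to 1.06 for Defb42 over all arrays left out in turn. With the covariate 9 of the 75 turned, namely Pcna (0.00124), Akt1 (0.00331), Inpp5d (0.0486), Pde3b (-0.11), Prkar2b (-0.0596), Vegfa (-0.0402), Adam7 (-0.43), Spink8 (-2.76) and Defb42 (-0.47). Another 40 kept direction with a value over 1.5 times smaller, among them Cd14, Itgam, Csf1r and Adgre1, which are part of the covariate. A further 23 stayed within 1.5 times and 3 became over 1.5 times larger. The tally holds only genes named by the rule. Among genes named outside it and followed across settings, Mki67, Kit, Cd74, Cd52, Serpinb9b and Ctsk turned in at least 1, the last 2 with the covariate alone. The reproductive tract genes Lcn5, Gpx5, Prm2, Smcp and Odf1 were left out of this check. An earlier, wider set of named genes, narrowed after a first run to the lists described, had more turns. Where not stated, the cause was not tested. No paired analysis was possible because the groups share no replicate number. Genes near the filter have little signal over background, which limits their differences.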

Other observations

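Other gene groups also shifted with Cre, in lists written after the data were seen. Of 39 lysosomal proteins, 39 were lower in Hmox1f/f PdgfraCre, with a median of -0.28 (adjusted p = 1.81e-08 by camera; adjusted p = 0.363 with an estimated correlation), and the cathepsin Ctsk differed by -0.68 ± 0.19 (SE), the hexosaminidase Hexa by -0.46 ± 0.13 and the cholesterol transporter Npc1 by -0.39 ± 0.12. Macrophages make much of these proteins, and macrophage markers were lower in the same arrays (21 of 22, median -0.42). Under the macrophage covariate the lysosomal median was -0.01 (adjusted p = 0.244), with Ctsk at 0.02, Hexa at -0.01 and Npc1 at -0.16. Of 5 tested mast cell markers, 5 were lower, with a median of -0.87 (adjusted p = 0.00235; adjusted p = 0.363 with an estimated correlation), and with no filter the median over 13 was -0.30. The proteases Mcpt4 (-1.17), Tpsb2, Cpa3 (-0.87) and Cma1 (-0.80) led that list, while the receptor Kit was at -0.01, a value that changed direction between settings. Of 20 histone genes, 19 were lower, with a median of -0.29 (adjusted p = 1.65e-05; adjusted p = 0.363 with an estimated correlation). Of 16 Hox genes, which set positional identity, 15 were higher, with a median of 0.18 (adjusted p = 3.38e-05; adjusted p = 0.363 with an estimated correlation), which was 0.11 without Hmox1f/f PdgfraCre 1, 0.28 without Hmox1f/f PdgfraCre 2, 0.28 under the filter of the methods and 0.07 over 37 genes with no filter. Without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together it was 0.10. The adjusted p with the covariate was 0.883 for mast cell markers (median -0.18), 0.677 for histone genes (median 0.00) and 0.677 for Hox genes, whose median turned to -0.09. These medians shrank or turned, so wider errors alone do not account for the lost calls. Because the covariate follows genotype in part, the losses still do not tie the lists to macrophage RNA. Spermatid markers did not pass (8 of 8 lower, adjusted p = 0.0513). These lists were adjusted over all with at least 3 tested members, and over those with at least 5, the minimum of the lists fixed before, this p would be 0.0495. The list did pass with no filter (1.67e-04), with a filter at 6 (0.00481), under the filter of the methods (0.0198), after a further quantile normalization (0.0234), and without Hmox1f/f PdgfraCre 1 (0.0451), Hmox1f/f 4 (1.61e-04) or Hmox1f/f 5 (0.0433). It did not without Hmox1f/f 6 (0.361), the array highest in these genes, or without Hmox1f/f PdgfraCre 2 (0.353) or 3 (0.0510). In all 31 such lists were looked at and 28 tested, 19 of which passed with the preset correlation, 11 of them lower and 8 higher, and 0 with an estimated one. Families with no stated link to the design also passed, such as Zfp zinc finger genes (135 of 208 higher, adjusted p = 1.91e-04) and olfactory receptors (8 of 9 higher, adjusted p = 0.0259). On the lower side they included small nucleolar RNAs (35 of 38 lower, median -0.29, adjusted p = 4.41e-07), a median as low as that of the histone genes. Mitochondrial ribosomal proteins were lower too (65 of 73, median -0.10, adjusted p = 5.87e-04). The Zfp median was 0.08, and 0.01 without Hmox1f/f PdgfraCre 3, 0.02 without Hmox1f/f 6, 0.04 without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together, 0.00 with arrayWeights, 0.21 under the filter of the methods and -0.09 with the macrophage covariate (adjusted p = 0.814). The olfactory call was lost after a further quantile normalization (0.110), under the filter of the methods (0.109) and without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 together (0.444, median -0.03). It was also lost without Hmox1f/f PdgfraCre 1 (0.144), Hmox1f/f PdgfraCre 2 (0.395), Hmox1f/f 5 (0.0602) or Hmox1f/f 6 (0.129). Of the lysosomal, mast cell, histone, Hox, Zfp and olfactory calls, it was the only one kept with the covariate (2.65e-08). A pass with the preset correlation is thus common in these arrays and is weak evidence for any single list.

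The tests of the macrophage, Hmox1 and other cell type patterns, and those of other splits for the adjusted and unadjusted counts and the number of lists, were chosen after the result was seen. Those of other splits for the 2-fold count and the mitosis and adipocyte lists were chosen before. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The count past the adjusted threshold in limma was 0 in all 10 splits, with 1740 genes at an unadjusted p under 0.05 in the real split against at most 786 in another, so that 1 split, the real one, gave as many. At p and 2-fold, 4 splits gave at least the real 9, and the highest other gave 21, with Hmox1f/f PdgfraCre 1 and 3 and Hmox1f/f 6 set apart from the rest. Of those 21 genes, 1 (Adam7) is on the epididymal list and 2 (Odf1 and Smcp) on the spermatid list. The same split had 275 genes at an unadjusted p under 0.05, fewer than the 551 expected by chance. For the lists, 2 splits gave at least the real 12, the other being 14. The camera p of the mitosis list was 1.17e-05, as small in 5 of the splits and 4.98e-08 at the smallest elsewhere. That of the adipocyte list was 7.99e-10, with 1 split as small, the real one, and 3.62e-07 the next. That of the macrophage list was 5.20e-09, and the split with Hmox1f/f PdgfraCre 1 and 3 and Hmox1f/f 4 set apart gave a smaller one, 5.57e-10.

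The first pattern is the lower macrophage signal with Cre. Without Hmox1f/f PdgfraCre 1 and Hmox1f/f 6 the list was still lower, with a median of -0.38 against -0.42 (adjusted p = 4.56e-08 by camera with the preset correlation). This argues against reproductive tract RNA in these arrays as the only source, though 1 other split gave a smaller camera p, as printed above. Other arrays also held such signal, with Spink8 at 9.99 in Hmox1f/f PdgfraCre 3 and 9.33 in Hmox1f/f 4. The fit without those first arrays therefore cannot decide whether such RNA plays a part. A hypothesis is that the material held one smaller share of macrophage RNA, which would lower every macrophage gene alike, and 5 of 22 markers lay over 2 standard errors from the list's median. That is 22.7%, past the 20% first set as the bound for excluding it, but a limit of 0.01 on the exact binomial p was added after the result was seen, and p was 0.0419 with about 1.97 markers expected by chance. It was therefore left open, also because the genes are not independent. Of the markers over 2 standard errors away, Cd74 (-0.02 ± 0.09, SE) is made by other cells too. Clec4d (-1.48 ± 0.37) and Cd14 (-0.68 ± 0.13) lay that far below the median. Cd52 (0.19 ± 0.33), which other cells make too, was not among the markers counted. A change of expression within macrophages stays open too, and so does an effect of Hmox1 loss on macrophage number.

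The second pattern is that Hmox1 was only 1.78-fold lower with Cre. Probes outside exon 2, if the probeset holds any, could read the deleted transcript, and probe positions were not analysed here. Macrophages make much Hmox1, so their RNA may set the difference. With the macrophage marker mean as a covariate the difference was -0.16 (95% interval from -0.95 to 0.63), an interval that holds both 0 and the -0.83 of the fit without it. The marker mean follows genotype in these 6 arrays, so deletion in APs and a smaller share of macrophage RNA cannot be told apart.

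The third pattern is the presence of markers of cells that bead purification should remove. Of the genes found, 26 of 27 mature adipocyte, 22 of 22 macrophage and 19 of 21 endothelial genes were above the filter in all 6 arrays. The lowest of these shares, 90.5%, against 10.5% for lymphocyte markers and 51.0% for all genes, argues against precursor RNA alone, so the arrays may hold whole viWAT or a fraction that kept adipocytes, which was not tested, and values of adipocyte, macrophage and endothelial genes cannot be read as those of APs. Of 19 spermatid genes, 10 were above the filter in Hmox1f/f 5, 7 in Hmox1f/f PdgfraCre 3 and 6 in Hmox1f/f PdgfraCre 1, against 18 in Hmox1f/f 6. Spermatid RNA, in different amounts per array, is a candidate source of signal, as the spermatid list stood 2.74 log2 units above its median array in Hmox1f/f 6. For the epididymal list the highest such median was 0.81 in the same array, under the bound of 1. Yet 13 of 16 genes had some array at least 1 unit above their median array, and that array differed between genes. Lcn5 was at 12.21 in Hmox1f/f PdgfraCre 1 and 5.39 in Hmox1f/f 6, while Gpx5 was at 7.55 and 10.33. A list median can miss signal held by different genes in different arrays. It therefore cannot decide, and carry-over of epididymal RNA stays open. The test was divided between both lists after these values were seen.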
